# IL-10 expression defines an immunosuppressive dendritic cell population induced by antitumor therapeutic vaccination

**DOI:** 10.18632/oncotarget.13736

**Published:** 2016-12-01

**Authors:** Diana Llopiz, Marta Ruiz, Stefany Infante, Lorea Villanueva, Leyre Silva, Sandra Hervas-Stubbs, Diego Alignani, Elizabeth Guruceaga, Juan J Lasarte, Pablo Sarobe

**Keywords:** dendritic cells, therapeutic vaccination, IL-10, PD-L1, immunoregulation

## Abstract

Vaccination induces immunostimulatory signals that are often accompanied by regulatory mechanisms such as IL-10, which control T-cell activation and inhibit vaccine-dependent antitumor therapeutic effect. Here we characterized IL-10-producing cells in different tumor models treated with therapeutic vaccines. Although several cell subsets produced IL-10 irrespective of treatment, an early vaccine-dependent induction of IL-10 was detected in dendritic cells (DC). IL-10 production defined a DC population characterized by a poorly mature phenotype, lower expression of T-cell stimulating molecules and upregulation of PD-L1. These IL-10^+^ DC showed impaired *in vitro* T-cell stimulatory capacity, which was rescued by incubation with IL-10R and PD-L1-inhibiting antibodies. *In vivo* IL-10 blockade during vaccination decreased the proportion of IL-10^+^ DC and improved their maturation, without modifying PD-L1 expression. Similarly, PD-L1 blockade did not affect IL- 10 expression. Interestingly, vaccination combined with simultaneous blockade of IL-10 and PD-L1 induced stronger immune responses, resulting in a higher therapeutic efficacy in tumor-bearing mice. These results show that vaccine-induced immunoregulatory IL- 10^+^ DC impair priming of antitumor immunity, suggesting that therapeutic vaccination protocols may benefit from combined targeting of inhibitory molecules expressed by this DC subset.

## INTRODUCTION

The tumor microenvironment is characterized by the presence of immunosuppressive molecules which induce inhibitory effects on antitumor immunity [1]. This microenvironment precludes correct activation of antigen-presenting cells (APC) responsible for priming T-cell responses [2] and the effector phase of tumor-specific lymphocytes [3, 4]. Characterization of these immunosuppressive molecules has allowed the design of new therapies aimed at blocking their inhibitory functions, leading to activation of antitumor immunity and efficient clinical effects [5, 6]. Moreover, besides expression induced as a consequence of tumor growth, some therapies with an immunological component may also induce inhibitory elements as a negative feed-back mechanism [7]. Among them, vaccination induces not only T-cell-activating molecules, but also immunomodulatory mechanisms which regulate immune response activation [8–12].

IL-10 is a cytokine traditionally considered immunosuppressive due to its anti-inflammatory properties, mainly acting on APC by inhibiting expression of inflammatory cytokines and surface molecules associated with T-cell activation [13]. Different APC, including dendritic cells (DC), monocytes, macrophages and B-cells, as well as effector and regulatory T lymphocytes, produce IL- 10 [14]. However, besides inhibitory effects on APC with the concomitant down-regulation of T-cell activation, IL-10 may also have a stimulatory role by enhancing effector functions on activated CD8 T-cells and by activating NK cells through inhibition of MHC molecules [15–17]. In cancer patients, elevated IL-10 levels are associated with a poorer prognostic [18–20], suggesting that its inhibition would have a beneficial effect [21]. We and others have shown that inhibition of IL-10 during vaccination enhances the magnitude of T-cell responses [22, 23]. Furthermore, during therapeutic vaccination of mice bearing IL-10-expressing tumors, we have recently reported the relevance of vaccine-induced IL-10, as opposed to that derived from the tumor, demonstrating its importance in the control of T-cell activation and in the therapeutic efficacy of vaccines [23]. Therefore, characterization of events associated with IL-10 production during vaccination may allow the design of better antitumor therapies. In the present work we identify cell populations producing IL-10 during therapeutic vaccination, analyzing their properties and potential association with other immunosuppressive pathways. We have observed that IL-10 is induced in DC with a less mature phenotype and decreased T-cell activation capacity. Moreover, they express additional immunomodulatory molecules like PD-L1, which contribute to their poor immunogenicity. Characterization of these molecules in DC sets the rationale to design new strategies combining therapeutic vaccines with blockade of relevant associated immunosuppressive molecules.

## RESULTS

### DC consistently produce IL-10 in an Imiquimod-dependent manner

To characterize relevant IL-10-producing cells induced during therapeutic vaccination, we used IL-10 reporter Vert-X mice [24]. Since IL-10 plays an inhibitory role even during vaccination of naive tumor-free mice [23], we started identifying IL-10^+^ cells in this setting. Mice were vaccinated with OVA+Imiquimod and compared to controls groups of untreated mice (UT) or mice vaccinated with OVA+poly(I:C), a vaccine in which IL-10 blockade did not provide any antitumor benefit [23]. In Imiquimod-vaccinated mice, contrary to those in UT and poly(I:C) groups, a higher proportion of total splenic IL-10^+^ cells was detected two days after treatment (Figure 1A). Most populations specifically produced IL-10 after Imiquimod vaccination (Figure 1A and Supplementary Figure S1). However, DC clearly surpassed values observed for other cells. Regarding lymph nodes, DC and monocytes showed the highest proportions of Imiquimod-specific IL-10^+^ cells (Figure 1B). Vaccination of mice bearing B16-OVA tumors showed that Imiquimod induced again a general increase in the total splenic population, corresponding to higher values in all subsets (Figure 1C), a result corroborated when analyzing tumor-draining lymph nodes (Figure 1D). As in tumor-free mice, DC and monocytes showed the highest proportion of IL-10^+^ cells. High values were also observed in Tregs and NK cells, although this was not induced only by Imiquimod, since poly(I:C) also induced IL-10. Analysis of IL-10^+^ cells inside the tumor showed that most populations produced IL-10. However, IL-10 production was not Imiquimod-specific, since clear IL-10 production was detected in poly(I:C)-treated mice and even in some subsets in UT mice (as observed for Tregs), as we previously reported in tumor homogenates [23]. Of note, DC did not produce IL-10 in UT mice, and in vaccinated mice, probably due to adjuvant-induced migration, DC could not be detected in sufficient numbers to be analyzed (Supplementary Figure S2).

**Figure 1:**
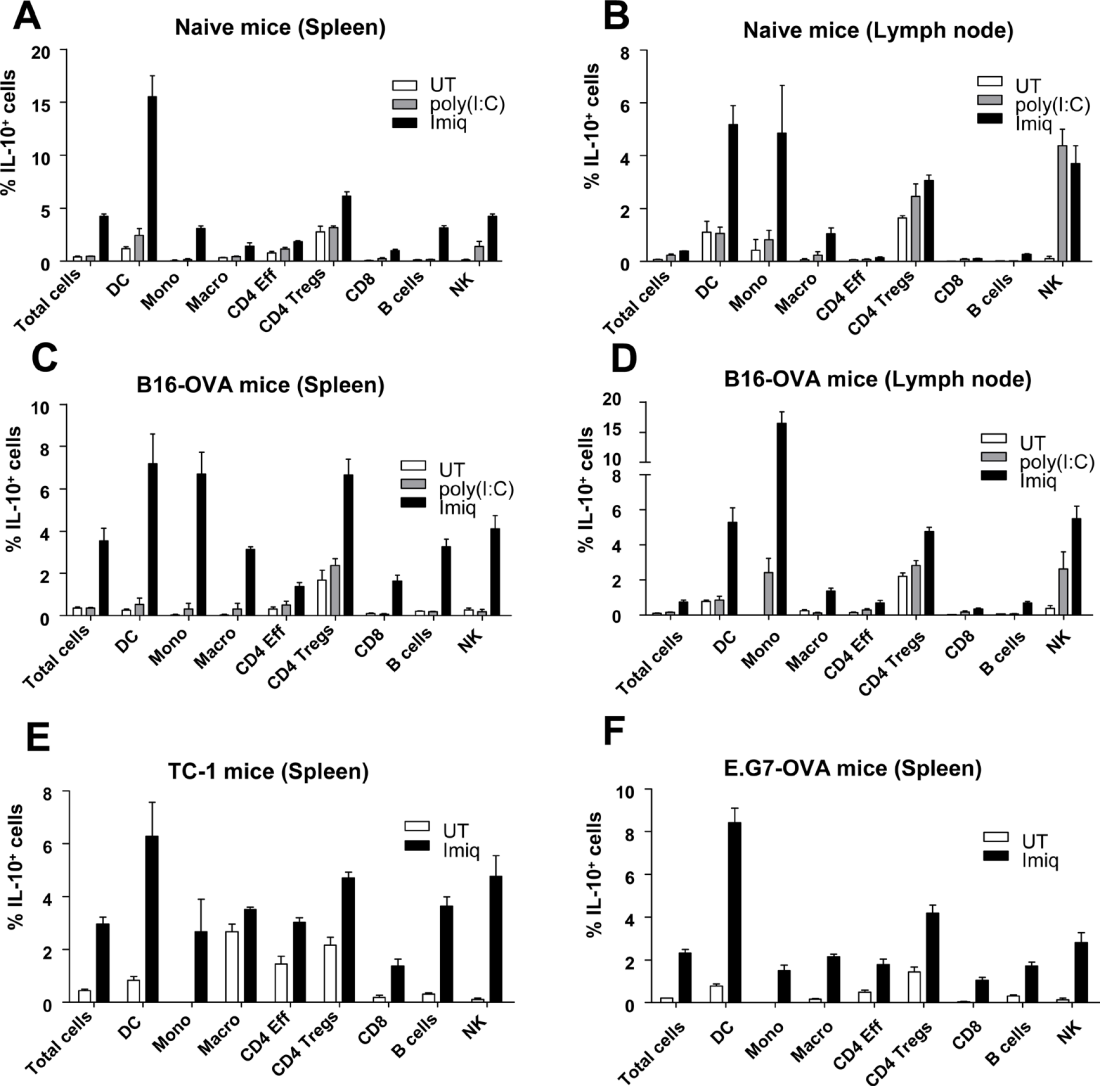
Identification of cell subsets producing IL-10 after therapeutic vaccination Naive Vert-X mice (**A–B**), mice bearing 5 mm B16-OVA (**C–D**), TC-1 (**E**) or E.G7-OVA tumors (**F**) (*n* = 8–11/group) were vaccinated with antigen (OVA in A–D and F or EDA-HPV-E7 in E) plus Imiquimod, antigen plus poly(I:C) or left untreated (UT). Two days later spleens or lymph nodes were obtained and the percentage of IL-10-producing cells was determined by flow cytometry in total cells and in the different subsets. Results correspond to the sum of 2–3 independent experiments.

Equivalent vaccination experiments in mice bearing TC-1 and E.G7-OVA tumors showed that although in most splenic cell populations the proportion of IL-10-producing cells increased after vaccination with Imiquimod, DC was the cell subset with the highest proportion of IL-10^+^ cells (Figures 1E–1F). These results show that several subsets, but mainly DC, consistently upregulate IL-10 production after vaccination in an Imiquimod-dependent manner.

### IL-10 with inhibitory effects on T-cell activation is induced at early time points after vaccination

To support that GFP expression observed in Vert-X mice indeed corresponded with IL-10, RT-PCR experiments measuring *Il10* mRNA were carried out in C57BL/6 mice vaccinated with OVA+Imiquimod. To avoid missing IL-10 production at time points other than day 2, time-course experiments were carried out from day 1 to 7. We analyzed *Il10* mRNA in purified splenic CD11c^+^ DC and CD4^+^ T-cells, representative of innate [25] and adaptive [22] cell populations producing IL-10. In DC IL-10 peaked at day 2, returning to basal levels at day 7, whereas in CD4^+^ T-cells, following a first peak at day 1 which decreased by day 4, a second, albeit weaker increase, was observed at day 7 (Figure 2A).

**Figure 2:**
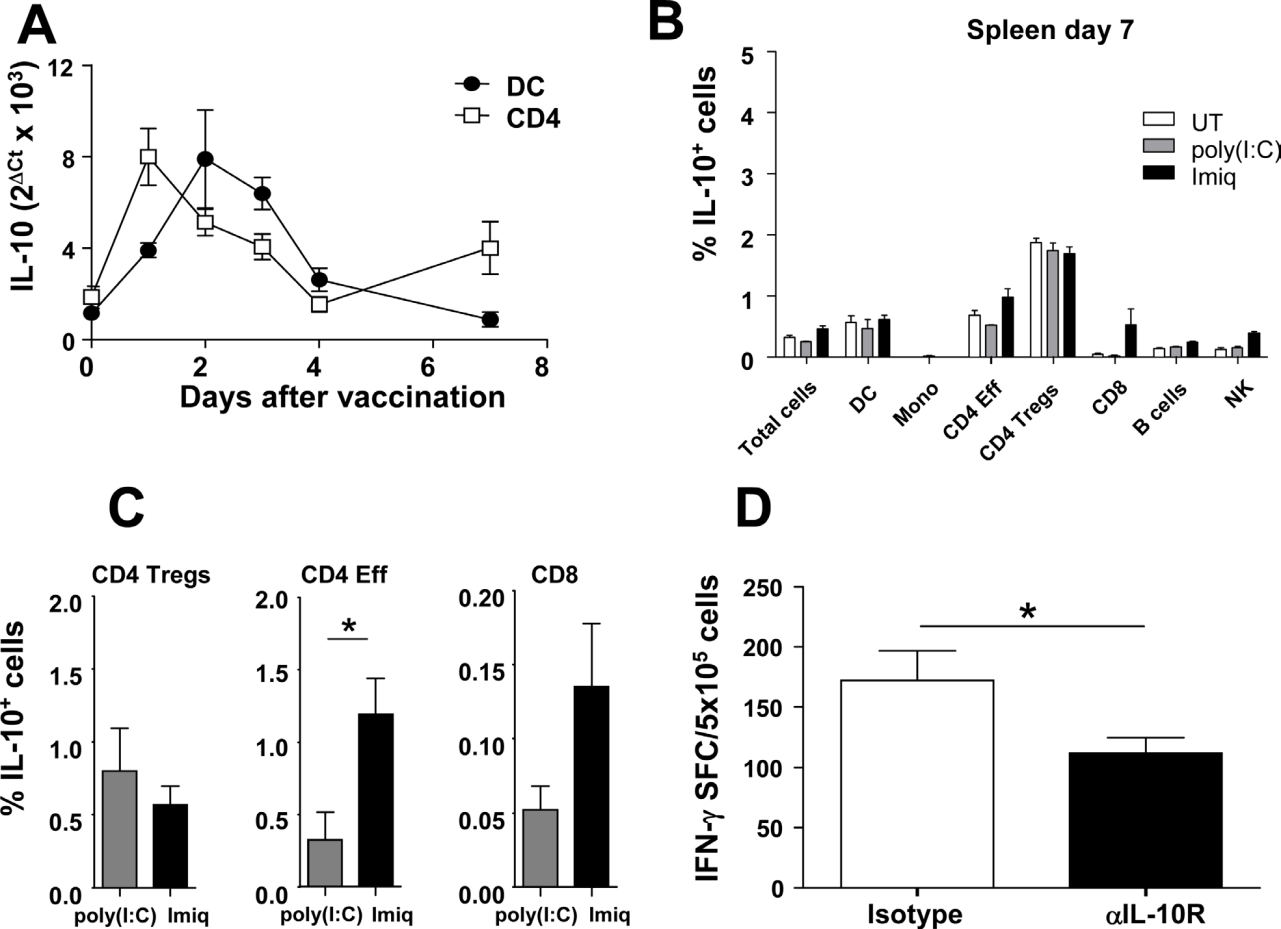
IL-10 with inhibitory effects on T-cell activation is induced at early time points after vaccination (**A**) C57BL/6 mice (*n* = 5/time-point) were vaccinated with OVA+Imiquimod and IL-10 mRNA was quantified by qPCR at different time-points in purified DC and CD4 cells. (**B**) Vert-X mice (*n* = 8/group) were vaccinated with OVA+Imiquimod, OVA+poly(I:C) or left untreated (UT) and one week later the percentage of splenic IL-10-producing cells was determined by flow cytometry. (**C**) C57BL/6 mice (*n* = 4) were vaccinated with OVA+Imiquimod or OVA+poly(I:C) and one week later splenocytes were stimulated with PMA/Ionomycin and intracellular IL-10 was determined by flow cytometry. (**D**) C57BL/6 mice (*n* = 4) were vaccinated with OVA+Imiquimod with or without blockade of IL-10 at day four after vaccination. At day 7, OVA-specific responses were determined by ELISPOT. Results are representative of 2 independent experiments.

The second IL-10 peak observed at day 7 in CD4^+^ cells prompted us to study IL-10 production by other cell populations at this time point, using tumor-free mice, since equivalent results had been observed in lymphoid organs from tumor-free and tumor-bearing mice. Splenic CD4 Tregs maintained high Imiquimod-independent IL-10 production, whereas in remaining subsets a marginal Imiquimod-specific induction was observed only in effector CD4 and in CD8 and NK cells (Figure 2B), according to PCR results of CD4 cells shown in Figure 2A. Indeed, additional analyses of intracellular IL-10 using splenic cells from vaccinated C57BL/6 mice confirmed that effector CD4 and to a lesser extent CD8 T-cells, but not Tregs, specifically upregulated IL-10 in the Imiquimod group at day 7 (Figure 2C).

Since IL-10 blockade at day 0 enhanced T-cell responses [23], and two IL-10 peaks (an early peak mainly related to APC and a second peak related to T-cells) were detected, we studied the functional relevance of the second peak by blocking IL-10 at day 4 after vaccination. Blockade at this time-point did not provide any beneficial effect, indeed, poorer responses were obtained (Figure 2D), suggesting that the enhancement of immune responses observed after IL-10 blockade at day 0 is mainly due to inhibition of IL-10 produced at early time-points after immunization, during the priming phase.

### IL-10-producing DC have a different phenotypic and immunogenic profile and limit antitumor CD8 T-cell response activation

Due to the important proportion of IL-10^+^ APC induced by OVA+Imiquimod and considering the role that these cells play in T-cell priming (mainly for DC), phenotypic analyses comparing IL-10^+^ and IL-10^−^ cells were carried out after vaccination of naive and B16-OVA tumor-bearing mice. IL-10^+^ DC had a less mature phenotype than their IL-10^−^ counterparts, displaying a significantly lower expression of markers CD54, CD80 and CD86 associated to cell adhesion and T-cell co-stimulation (Figure 3A). However, in remaining APC populations, no differences were observed, except for higher CD80 values on IL-10^+^ B-cells (Supplementary Figure S3). This immature phenotype of IL-10^+^ DC was also observed in mice treated with other IL-10-inducing vaccines. Indeed, EDA-OVA+MAC, a multiple adjuvant combination [26] whose antitumor effects also increased after IL-10 blockade [23] or OVA+LPS, [27] also induced IL-10^+^ DC with a similar phenotype (Supplementary Figure S4).

**Figure 3:**
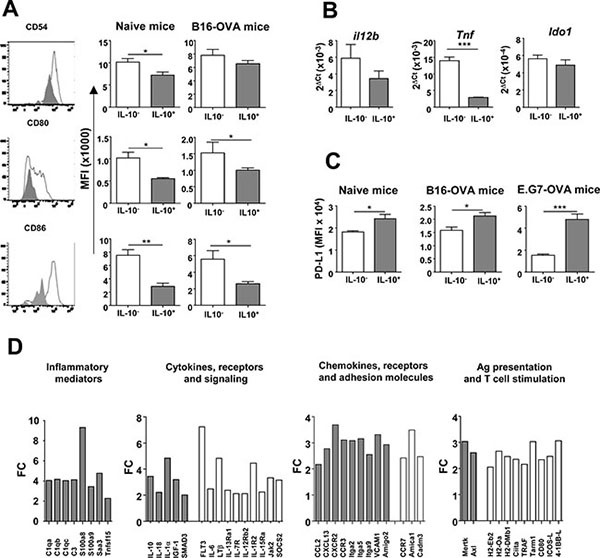
IL-10-producing DC have a different phenotypic and immunogenic profile (**A**) Maturation associated markers were determined in IL-10^−^ and IL-10^+^ DC from Vert-X mice (*n* = 4) with or without B16-OVA tumors two days after vaccination with OVA+Imiquimod. Left column corresponds to representative results of CD54, CD80 and CD86 molecules in DC from a vaccinated naive mouse, whereas middle and right columns show data corresponding to same markers in grouped naive and B16-OVA-vaccinated animals. (**B**) mRNA expression of several genes was analyzed by qPCR in purified IL-10^–^ and IL-10^+^ DC from Vert-X mice (*n* = 8) vaccinated as in A. (**C**) PD-L1 expression was measured by flow cytometry in DC from naive and B16-OVA and E.G7-OVA tumor-bearing mice (*n* = 4). Results are representative of 2–3 independent experiments. (**D**) Gene expression was analyzed in DC subsets. Results are shown as fold-change (FC), with upregulation in IL-10^+^ DC (gray bars) or in IL-10^−^ DC (white bars).

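Of the 46 genes drawn in Figure 3D, 43 were matched to a probe set of the arrays, and 41 of these differed by more than 1 on the log2 scale, which is a linear fold of 2, in the direction drawn. The paper chose these genes on the same arrays, so their count is not independent evidence of a direction. Among the inflammatory mediators, S100a8, a calcium-binding alarmin of myeloid cells, was 9.31-fold higher in IL-10+ DC and its partner S100a9 was 3.45-fold higher. The C1q subunit genes C1qa, C1qb and C1qc were 4.06-fold, 4.18-fold and 4.04-fold higher in IL-10+ DC, and the acute-phase gene Saa3 was 4.77-fold higher. Among cytokines, Il1a was 4.84-fold and Il18 2.22-fold higher in IL-10+ DC, and Igf1 was higher by 1.68 on the log2 scale. In this panel the genes with higher values in IL-10− DC were led by Flt3, the receptor that drives DC development, at 7.25-fold, followed by Ltb at 4.83-fold, the decoy receptor Il1r2 at 4.45-fold and Jak2 at 3.33-fold. Il6 was 2.48-fold higher in IL-10− DC. Among chemokines, their receptors and adhesion molecules, Cxcr2 was 3.69-fold, Vcam1 3.32-fold, Ccr3 3.11-fold, Cxcl13 2.78-fold and Ccl2 2.17-fold higher in IL-10+ DC, whereas Ccr7, which guides DC to T-cell areas, was 2.43-fold higher in IL-10− DC. Mertk and Axl, receptors for apoptotic cells, were 8.21-fold and 6.09-fold higher in IL-10+ DC. Their bars in the figure, read by eye at about 3.0 and 2.6, differ from these folds and lie at the log2 differences, 3.04 and 2.61. The 8 matched genes of antigen presentation and T cell stimulation drawn for IL-10− DC had values 2.06-fold to 3.07-fold higher in IL-10− DC. They include Tnfsf9, which encodes 4-1BB-L, at 3.07-fold, H2-Oa at 2.67-fold, Icosl at 2.47-fold and Ciita, the master activator of MHC class II transcription, at 2.36-fold. The 2 matched genes that did not differ by more than 1 in the direction drawn were Socs2 and Itga5. Socs2 had a log2 difference of -0.48 between IL-10+ DC and IL-10− DC with the brighter of its probe sets. Itga5 stood at -0.30, opposite to the figure, which draws it as higher in IL-10+ DC. The other probe set of Socs2 stood at -1.66 and the mean of both at -1.07, past the cut-off. C3 and Amica1 were not matched to a probe set naming that gene alone, and the member of the TRAF family is not stated. Each value is a ratio of 1 array to 1 array.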

Additional features of IL-10^+^ DC were studied in purified splenic DC from Imiquimod-vaccinated mice. Regarding stimulatory cytokines, qPCR experiments showed that IL-10^+^ DC had lower levels of transcripts for *Tnf* and *Il12b* (encoding TNF-α and IL-12 p40, respectively). Interestingly, in the case of regulatory molecules, although no differences were observed in the expression of the tryptophan-catabolizing enzyme *Ido1* (Figure 3B), higher surface PD-L1 expression was found in IL-10^+^ DC after immunization of naive mice or mice with different tumors (Figure 3C). These differences between IL-10^+^ and IL-10^−^ DC in activating and inhibitory molecules led us to carry out transcriptomic studies. 

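The transcriptomic study compared splenic IL-10+ DC and IL-10− DC of Vert-X mice, a reporter strain whose cells carry GFP when they transcribe Il10. Mice received 0.5 mg of OVA protein and 2.5 mg of Imiquimod, and spleens were taken on day 2. The series description gives a pool of 10 mice. Cells were enriched with anti-CD11c beads, stained for CD11c and sorted by GFP, and no marker that would exclude other CD11c-bearing cells is named for this sort. RNA of each population, 2 ng per array, was hybridised to Affymetrix mouse gene arrays, with 1 array for IL-10+ DC and 1 array for IL-10− DC. The differences therefore have no replicate check and no p-value across genes is given, and the number of arrays limits the precision of every value. The authors normalized the arrays with RMA, and the values are on the log2 scale. They run from 2.28 to 14.19 in IL-10+ DC and from 2.29 to 14.14 in IL-10− DC, with a median of 6.15 in both. Il10, the gene behind the sort, had a value of 7.66 in IL-10+ DC and 5.88 in IL-10− DC, the order that the labels give. Of the 41345 probe sets, 23521 are listed with exactly 1 gene symbol, 1814 with several and 16010 with none, and only the first kind was used to name genes. Where a gene had several probe sets, the one with the highest mean of both arrays was used, which gave 22180 genes. Gene lists for immune functions, RNA quality and cell types were fixed before the data were examined. The bars of Figure 3 had been seen by then, and Figure 3D is drawn from these same arrays. The lists are therefore not independent of that figure. Each list is described by the median log2 difference of its members whose mean value exceeded 4, and by the percentile of that median among 10000 random lists of the same size matched on mean expression. A list is said to stand apart when its median lay outside the central 95% of the random lists. This describes these 2 arrays and is not a test of the conditions.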

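Genes were ranked after leaving out antigen receptor segments, predicted genes, small RNAs and chemosensory receptors. The immunoglobulin segments left out had a median difference of 2.34, with 20 of 21 higher past the cut-off. Of the 15 ranked genes with the largest positive differences, 6 are on a macrophage marker list and 2 on the plasma cell list. Of the 15 with the largest negative differences 8 are on a DC marker list. Slc40a1, which encodes the iron exporter ferroportin, had the largest difference among the ranked genes, with a log2 value of 10.01 in IL-10+ DC and 5.76 in IL-10− DC. Spic, a transcription factor of red pulp macrophages, was higher in IL-10+ DC by 2.73 on the log2 scale, and Cd5l by 2.71. The heme oxygenase gene Hmox1 was 4.94-fold higher. Jchain, the joining chain of polymeric antibodies, was higher by 3.38 on the log2 scale and Eaf2 by 2.99, and the platelet factor gene Pf4 was 9.21-fold higher. Tmed6, Ms4a7, Ms4a4a, Tfec and Abcc3 complete the 15 largest positive differences with S100a8, Mertk and Axl. On the other side, the log2 difference between IL-10+ DC and IL-10− DC was -3.50 for Cd300c and -2.75 for Klk1, both expressed by plasmacytoid DC. It was -2.62 for Clec4a4, a lectin on the list of type 2 conventional DC, -2.43 for Kmo and -2.25 for Kit. Tmem150c, Ppp1r14a, Adam23, Ccnd1, Rgs18, Plxdc1, Dscam and Ptgs2 also belong to the 15 largest negative differences, with Flt3 and Ltb. At a log2 difference above 1 among probe sets with a value above 4 on both arrays, 1056 probe sets were higher and 1138 lower in IL-10+ DC. Only 408 of the former and 350 of the latter are listed with a gene. Counted with 1 probe set per gene, 364 genes were higher and 317 lower, or 3.34% of 20377 genes. Gene Ontology annotation was not used here. Of 375 measured genes in the 20 function lists, most of them immune, 60 passed the cut-off in either direction, against a median of 16 in random lists matched on expression. After leaving out the genes that Figure 3D names, 34 of 348 passed it, against 15. In the lists of ribosomal, housekeeping and stress genes 0 of 53 passed, against 2. The iron and heme list had a median difference of 0.51, with Slc11a1 higher in IL-10+ DC by 2.02. The list of cholesterol and lipid efflux stood at 0.50, Fc receptors at 0.44, and apoptotic cell clearance at 0.33, and all 4 lists stood apart upward. The median was 1.19 for macrophage markers and 0.88 for red pulp macrophage markers, which share genes with these lists. Some genes have more than 1 probe set, which gives a limited view of technical error, since the probe sets can also measure different transcripts. Over 886 genes with 2 probe sets above 4 on both arrays, the differences of the pair lay a median of 0.26 apart, with a 95th percentile of 1.01. In 35 genes whose brighter probe set passed the cut-off the other had the same sign in 23 and also passed it in 6.

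**Figure D1:**
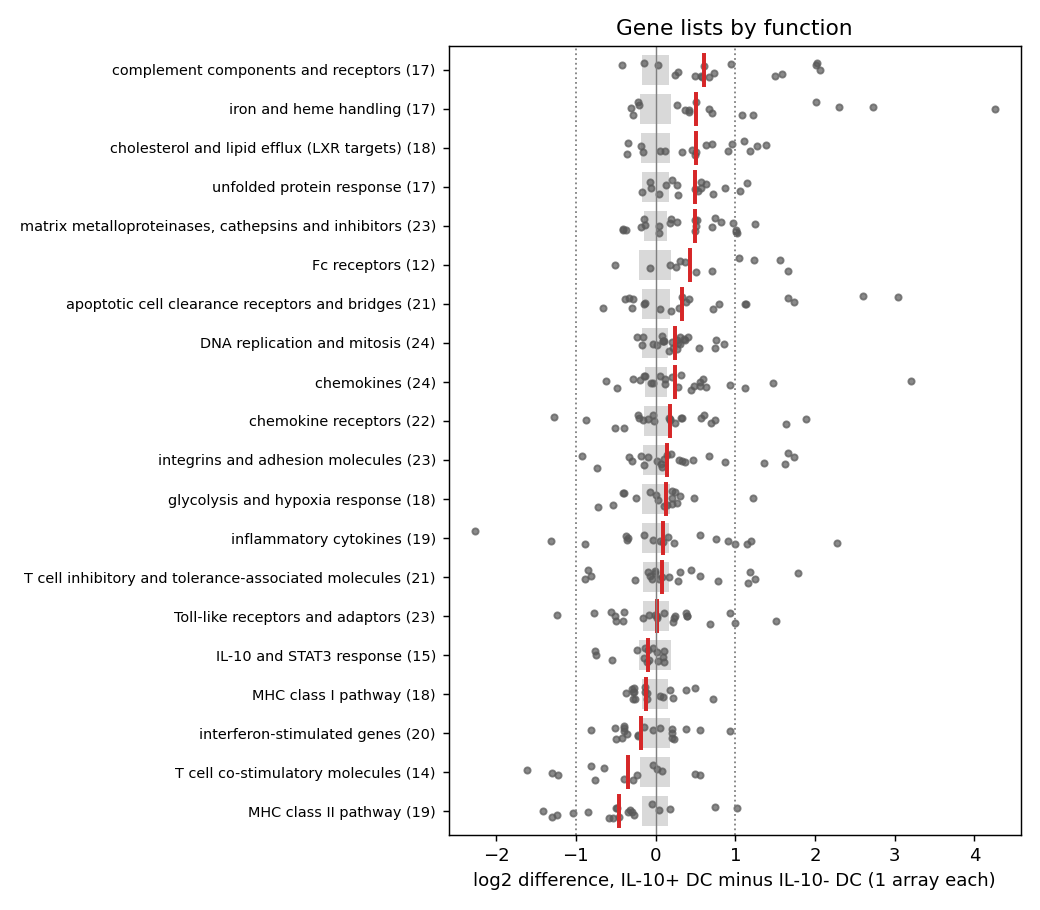
Log2 difference between 1 array of IL-10+ DC and 1 array of IL-10− DC for the members of 20 gene lists, 1 point per gene, with the number of measured genes in brackets. Red bars are list medians, gray boxes the central 95% of the medians of random lists, and dotted lines the cut-off of 1 on either side. Complement genes have the highest median, at 0.61, and MHC class II genes the lowest, at -0.46.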

Differentially expressed genes were grouped in Gene Ontology terms and most over-represented terms corresponded to regulation of immune system process (*p* = 2.13 × 10^−12^), leukocyte activation (*p* = 7.19 × 10^−9^), immune response (*p* = 1.08 × 10^−8^) and cell activation (*p* = 9.97 × 10^−8^). Analyses of individual genes showed that IL-10^+^ DC had a profile characterized by the expression of inflammatory mediators, cytokines, chemokines and receptors attracting inflammatory cells, while simultaneously displaying lower levels of molecules associated to antigen processing/presentation and T-cell co-stimulation (Figure 3D), suggesting that although these cells may be activated, they are not properly endowed for T-cell priming.

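Genes of the MHC class II pathway mostly had lower values in IL-10+ DC. Their median log2 difference was -0.46 over 19 measured genes, below all random lists, with 15 below zero. Past the cut-off 4 were lower, all of them drawn in Figure 3D, and 1 was higher. In addition to the genes of Figure 3D, the difference was -0.85 for H2-DMa, whose product loads peptides onto class II molecules, and -0.54 for the class II chain gene H2-Aa. Without the genes of Figure 3D the median was -0.33, with 0 of 15 genes lower past the cut-off and 1 higher. The exception past the cut-off was the lysosomal protease gene Lgmn, at 1.02. Co-stimulatory molecules had a median of -0.34 over 14 genes, with Cd86 at -0.81 and Cd40 at -0.76, and -0.23 without the genes of Figure 3D, where 0 of 11 passed the cut-off. The MHC class I pathway had a median of -0.12 and did not stand apart. Complement components and receptors had a median of 0.61 over 17 genes, 5 of them past the cut-off and higher in IL-10+ DC, among them the receptor gene C5ar1 at 1.58. Without the genes of Figure 3D the median was 0.57, with 2 of 14 past the cut-off. Chemokines had a median of 0.24 over 24 genes, 3 past the cut-off, and chemokine receptors 0.18 over 22 genes, of which 2 were higher and 1 lower past the cut-off. Both lists stood apart upward. Without the genes of Figure 3D the medians were 0.16 and 0.17, with 1 of 22 and 0 of 19 genes past the cut-off, and both medians still stood apart. Among genes with a mean above 6 the full receptor list, at 0.18, no longer did. Inflammatory cytokines were mixed, with 3 genes higher and 2 lower past the cut-off and a median of 0.10, inside the range of random lists. All 5 are drawn in Figure 3D, and 0 of the 14 other genes passed the cut-off. Adhesion molecules likewise stayed inside this range, at 0.14. Markers of other cell types moved with these groups. Whether the shifts of the class II, co-stimulatory and complement lists belong to DC themselves or to a different mix of sorted cells was not tested. The shared macrophage markers had a median of 1.19 in IL-10+ DC over 28 genes, 15 of them past the cut-off, including the macrophage antigen F4/80 gene Adgre1 at 2.08. This list holds 5 genes of Figure 3D and had a median of 0.74 without them, with 10 of 23 past the cut-off. Natural killer cell markers had a median of 1.22, with 13 of 20 genes past the cut-off, such as Klrg1 at 2.08, Gzmb at 1.99 and Prf1 at 1.89. Plasma cell markers had a median of 1.07, with 9 of 13 past it, such as Mzb1 at 2.25 and Fkbp11 at 2.06. T cell markers stood at 0.64, with Cd3g at 1.80, whereas 7 T cell receptor segments had a median of -0.11 and did not stand apart. The median was 0.35 for B cell markers, with 1 of 19 past the cut-off. Markers of conventional DC had a median of -0.88, with 10 of 22 genes lower in IL-10+ DC past the cut-off and 0 higher, including Nectin1 at -1.78. Type 1 conventional DC markers stood at -0.85, with Septin3 at -1.68 and Batf3 at -1.46, mature DC markers at -0.53, with Cd200 at -1.96, and plasmacytoid DC markers at -0.48, with Siglech at -1.45. Type 2 conventional DC markers had a median of -0.03 and did not stand apart, with 2 of 16 genes lower past the cut-off and 0 higher. Neutrophil markers, which hold 4 genes of Figure 3D, 3 of them higher in IL-10+ DC and Il1r2 lower, had a median of 0.16, and 0.11 without these genes, which was inside the range of random lists. From the individual genes of Figure 3D, the paper proposes that IL-10+ DC may be in an activated state but lack what is required to prime T-cells.

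**Figure D2:**
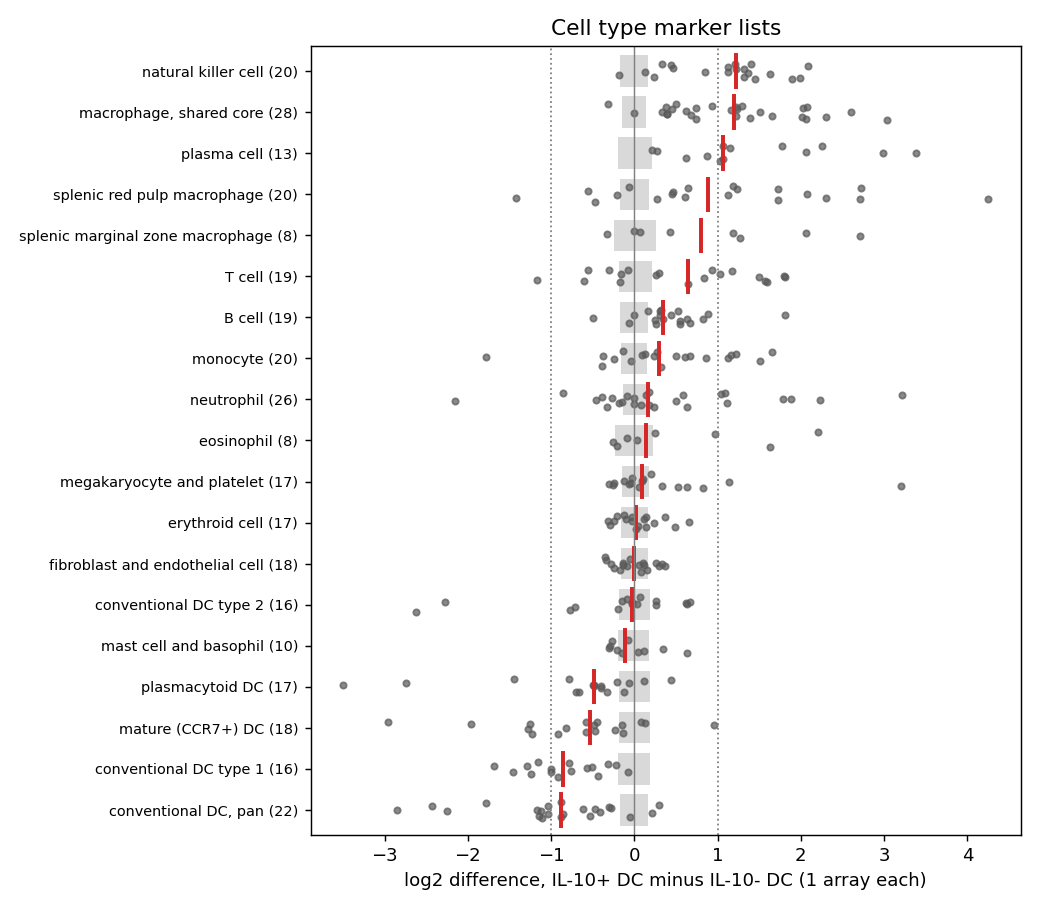
Log2 difference between 1 array of IL-10+ DC and 1 array of IL-10− DC for the members of 19 cell type marker lists, 1 point per gene, with the number of measured genes in brackets. Red bars are list medians, gray boxes the central 95% of the medians of random lists, and dotted lines the cut-off of 1 on either side. Medians run from -0.88 for conventional DC to 1.22 for natural killer cells.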

Therefore, we next studied the capacity of these DC subsets to activate T-cell responses. *In vitro* antigen presentation assays showed that IL-10^+^ DC induced lower proliferation of OT-I CD8 T-cells than IL-10^−^ DC. Interestingly, differences were clearer when using the whole OVA protein as antigen, compared with experiments using OVA(257–264) peptide, possibly related to defects in antigen processing/presentation machinery (Figure 4A). Most importantly, IL-10^+^ DC not only had a lower direct T-cell stimulatory capacity, but also actively inhibited T-cell stimulation induced by third party APC, reinforcing their immunosuppressive role (Figure 4B). To test *in vivo* the functional relevance of DC-derived IL-10, vaccination experiments were carried out in IL-10^fl/fl^ x CD11c-Cre^+^ mice, selectively lacking IL-10 in DC, or in IL-10^fl/fl^ x LysM-Cre^+^ mice, lacking IL-10 mainly in myeloid cells (monocytes/macrophages/granulocytes). Immunization with OVA+Imiquimod induced stronger T-cell responses in mice lacking IL-10 in DC than in their littermates with IL-10-proficient DC. However, no statistically significant differences were observed in mice lacking IL-10 in myeloid cells (Figure 4C). More importantly, similar to the results obtained when combining therapeutic vaccination plus systemic IL- 10 blockade [23], treatment of E.G7-OVA tumor-bearing mice with the OVA+Imiquimod vaccine had a stronger antitumor effect in mice lacking IL- 10 in DC than in those having competent DC (Figure 4D). Indeed, whereas only 16% of mice with IL-10^+^ DC rejected their tumor, 67.5% of tumors were rejected in mice lacking IL- 10 in DC. Overall, these results stress the importance of IL-10^+^ DC which, besides producing this immunosuppressive factor, are in a less-immunogenic condition, both at the phenotypical and functional level, leading thus to poorer CD8 T-cell priming during vaccination and restraining treatment efficacy.

**Figure 4:**
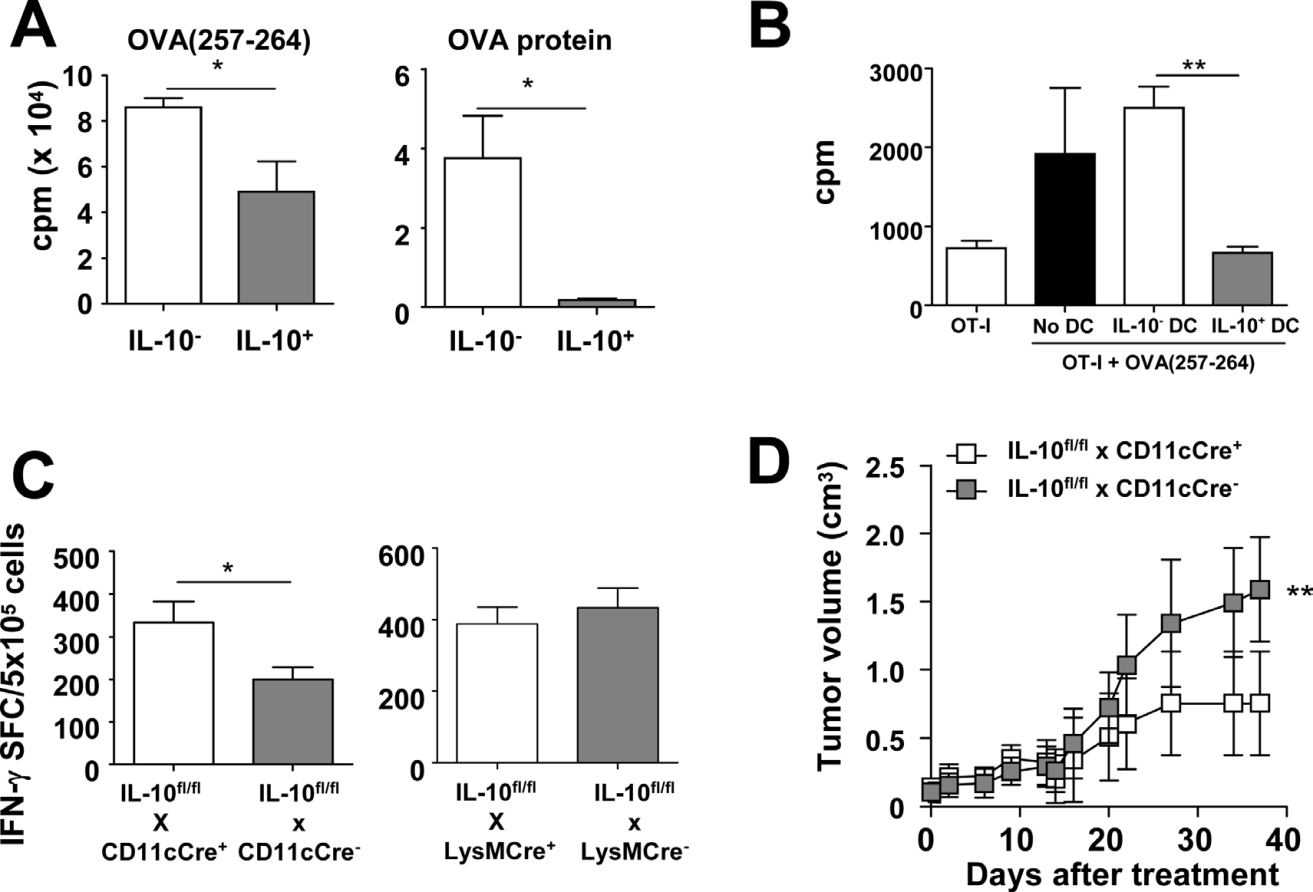
IL-10-producing DC have a poorer T-cell stimulatory capacity and limit the efficacy of anti-tumor therapeutic vaccination (**A**) Purified IL-10^−^ and IL-10^+^ DC from Vert-X mice (*n* = 8–10) were pulsed with peptide OVA(257–264) or OVA protein and used to stimulate OT-I CD8 T-cells. T-cell proliferation was determined three days later. (**B**) Total OT-I splenocytes (OT-I Spl) were pulsed or not with peptide OVA(257–264) and after washing the peptide, some wells additionally received IL-10^−^ or IL-10^+^ DC and T cell proliferation was measured as above. (**C**) IL-10^fl/fl^ x CD11cCre^+^ and IL-10^fl/fl^ x CD11cCre^−^ mice (*n* = 4–5/group) or IL-10^fl/fl^ x LysMCre^+^ and IL-10^fl/fl^ x LysMCre^−^ mice (*n* = 6/group) were immunized with OVA+Imiquimod and one week later OVA-specific responses were determined by ELISPOT. Results are representative of 2–3 independent experiments. (**D**) IL-10^fl/fl^ x CD11cCre^+^ and IL-10^fl/fl^ x CD11cCre^−^ mice (*n* = 6–8/group) bearing 5 mm E.G7-OVA tumors were treated with three weekly vaccination cycles with OVA + Imiquimod and tumor volume was monitored.

### In vivo IL-10 blockade rescues mature phenotype of DC

We described that IL-10 blockade during therapeutic vaccination increased T-cell responses, associated with a more mature DC phenotype and enhanced functions, such as IL-12 production [23]. Thus, to dissect this rescuing effect of IL-10 blockade, IL-10-producing cells were analyzed in Vert-X mice vaccinated with OVA+Imiquimod, subjected or not to IL-10 blockade. A trend leading to a lower proportion of IL-10^+^ cells was observed in whole splenic cells after IL-10 blockade, which was statistically evident when specifically examining DC and B-cells. However, no differences were found in monocytes or macrophages (Figure 5A). Next, the effect of IL-10 blockade on DC phenotype was studied, according to their ability to produce IL-10. IL-10 blockade did not have any effect on IL-10^−^ DC phenotype (data not shown). Interestingly, increased expression levels of co-stimulatory molecules were found in IL-10^+^ DC from mice treated with blocking antibodies (Figure 5B). These results indicate that both mechanisms, lower proportion of IL-10^+^ DC and increased maturation, contribute to promote an overall higher number of mature DC after IL-10 blockade.

**Figure 5:**
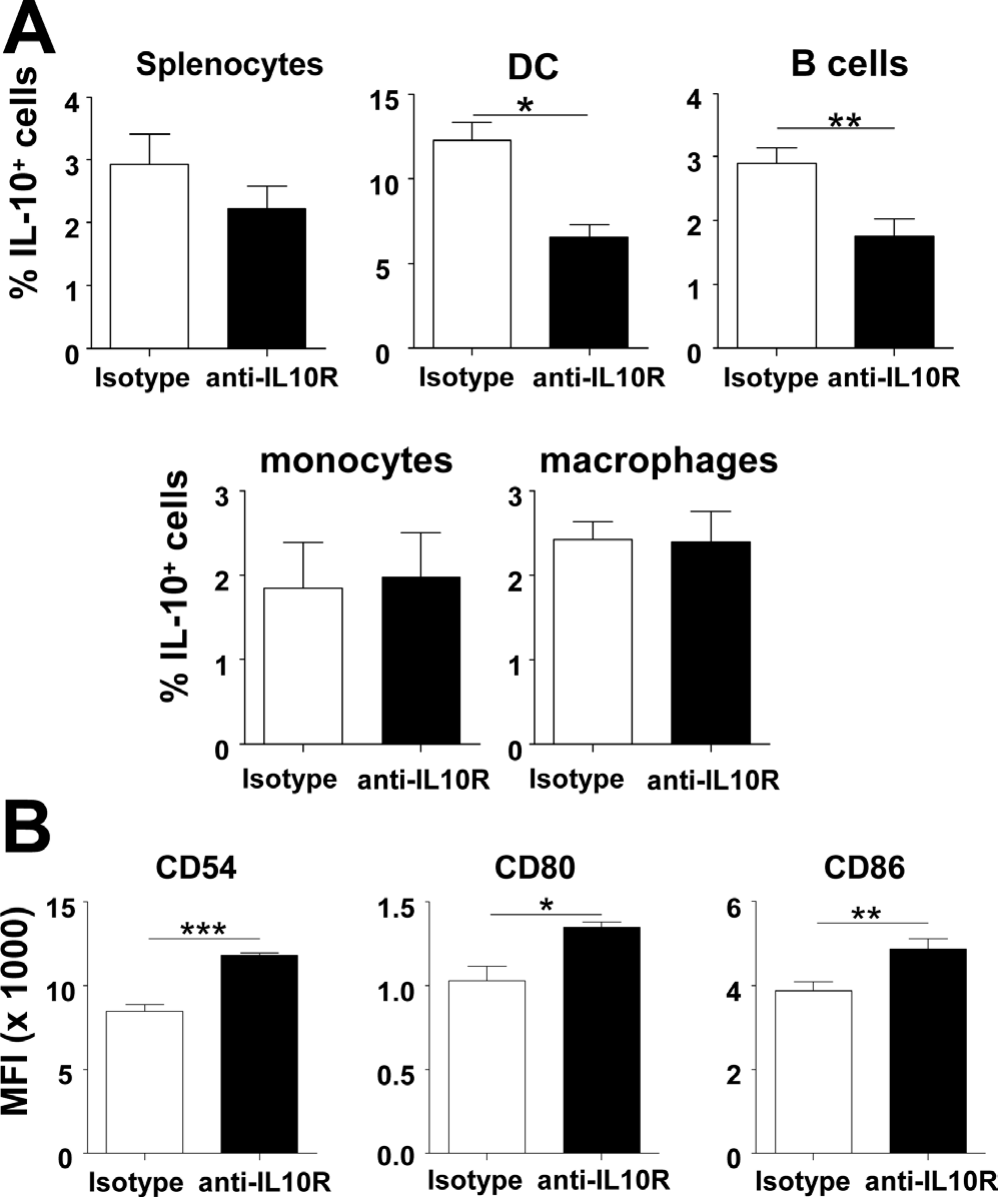
*In vivo* IL-10 blockade rescues mature phenotype of DC (**A**) Vert-X mice (*n* = 4/group) were vaccinated with OVA+Imiquimod with or without IL-10 blockade and 2 days later the proportion of total splenic cells and DC, B-cells, monocytes and macrophages producing IL-10 was determined by flow cytometry. (**B**) Phenotype of IL-10^+^ DC from vaccinated mice was also analyzed in these groups. Results are representative of 2–3 independent experiments.

### Imiquimod-based vaccination induces DC with dual IL-10/PD-L1 expression whose simultaneous blockade increases antitumor efficacy of therapeutic vaccines

Despite their less mature phenotype, IL-10^+^ DC displayed higher levels of PD-L1 (Figure 3C), a molecule associated with TLR-activated DC [9, 28–30] which is involved in tumor immunosuppression [31]. This PD-L1 up-regulation was also observed in other IL-10^+^ APC (Supplementary Figure S5). We were thus interested in studying the association between IL-10 production and PD-L1 expression in different vaccination models. Examining whole splenocytes in B16-OVA-tumor-bearing mice, both poly(I:C)- and Imiquimod-based vaccines enhanced the proportion of PD-L1 expressing cells. However, Imiquimod, besides inducing IL-10, led to the highest percentages of PD-L1^+^ cells, a result also observed after vaccination of naive tumor-free mice (Supplementary Figure S6). When specifically considering DC, although most cells (> 95%) were PD-L1^+^ irrespective of the vaccine (data not shown), clear differences were observed when analyzing the intensity of PD-L1 expression. While the poly(I:C)-based vaccine induced some increase regarding the UT group, Imiquimod-vaccinated mice expressed the highest PD-L1 levels, after vaccination of both tumor-bearing and naive mice (Figure 6A).

**Figure 6:**
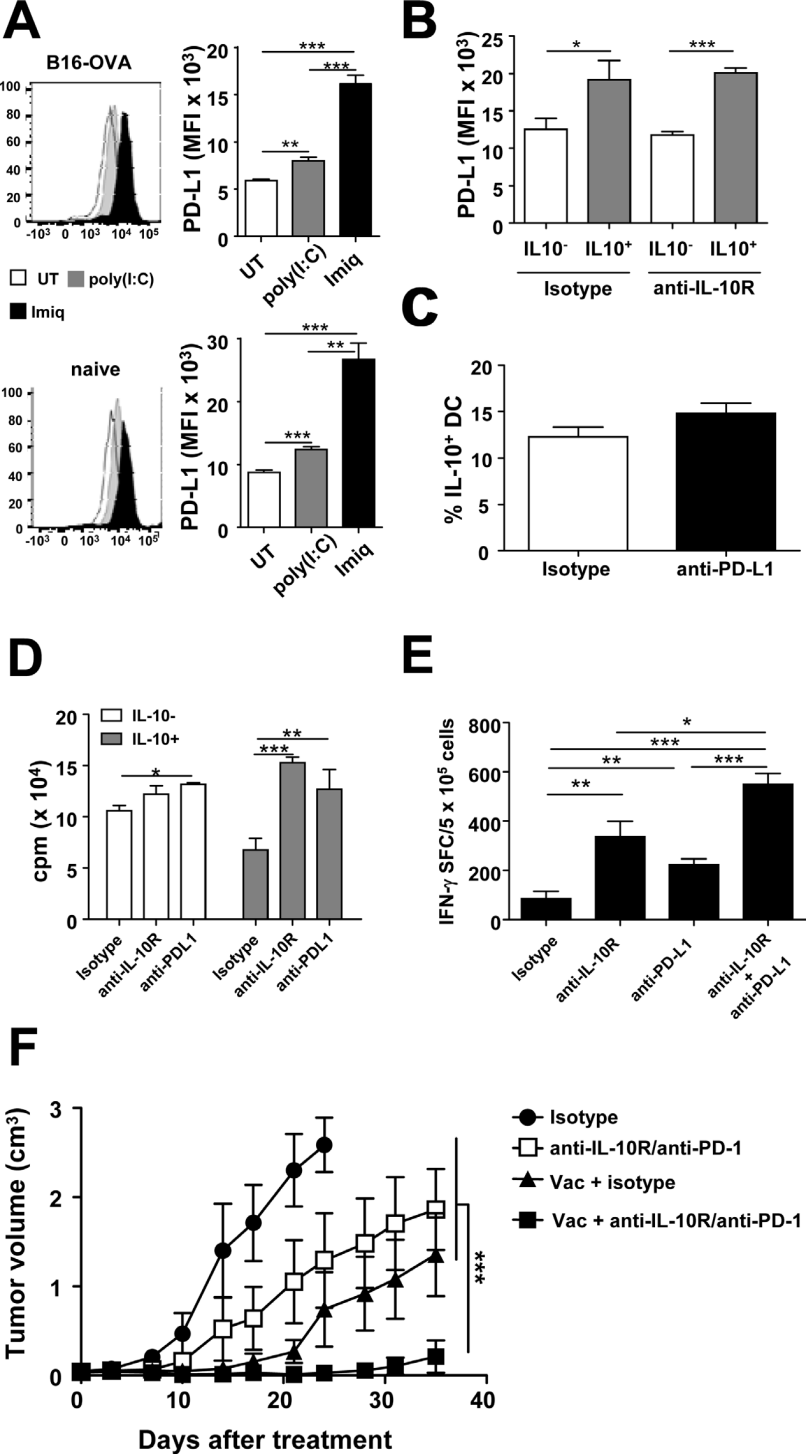
Blockade of vaccination-induced IL-10/PD-L1 in DC potentiates T-cell responses and increases antitumor therapeutic efficacy (**A**) Naive or B16-OVA tumor-bearing Vert-X mice (*n* = 4/group) were vaccinated with OVA+Imiquimod, OVA+poly(I:C) or left untreated. Two days later PD-L1 expression was determined in DC. (**B**) Vert-X mice (*n* = 4/group) were vaccinated with OVA+Imiquimod with or without IL-10 blockade and PD-L1 expression was determined two days later in IL-10^−^ and IL-10^+^ DC. (**C**) Vert-X mice (*n* = 4/group) were vaccinated with OVA+Imiquimod with or without PD-L1 blockade and the proportion of IL-10^+^ DC was determined two days later. (**D**) IL-10^−^ and IL-10^+^ DC obtained from OVA+Imiquimod-vaccinated mice were used to stimulate OT-I CD8 T-cells in the presence of OVA(257–264) plus control or IL-10R- or PD-L1-blocking antibodies. T-cell proliferation was determined three days later. (**E**) C57BL/6 mice (*n* = 4/group) were vaccinated with OVA+Imiquimod together with control or IL-10R- or PD-L1-blocking antibodies and one week later OVA(257–264)-specific responses were determined by ELISPOT. (**F**) C57BL/6 mice (*n* = 7–8/group) bearing 5 mm B16-OVA tumors were treated with three weekly vaccination cycles with OVA+Imiquimod with or without IL-10R/PD-1-blocking antibodies and tumor volume was monitored. Results are representative of 2–3 independent experiments.

Enhanced PD-L1 levels on IL-10^+^ cells and data concerning interactions in the expression of these molecules [32–34] prompted us to analyze a potential association in their mutual expression. Thus, Vert-X mice were vaccinated with OVA+Imiquimod, with or without blockade of these molecules. IL-10 blockade did not modify PD-L1 expression, neither in IL-10^+^ nor in IL-10^−^ cells. This was observed when studying the whole splenic cell populations (Supplementary Figure S7A) and separately in DC (Figure 6B), B-cells, monocytes and macrophages (data not shown). Similarly, PD-L1 blockade did not modify the proportion of vaccine-induced IL-10^+^ cells (Figure 6C and Supplementary Figure S7B). To test the functional relevance of these immunosuppressive factors in IL-10^+^ DC, we repeated *in vitro* antigen presentation assays combined with blocking antibodies. While PD-L1 blockade only induced a minimal increase in T-cell stimulation by IL-10^−^ DC, both IL-10R and PD-L1 blockade clearly led to enhanced T-cell responses induced by IL-10^+^ DC (Figure 6D), suggesting that these immunosuppressive factors play important and independent roles as inhibitory molecules in IL-10^+^ DC in the vaccination setting. Although PD-1 expression was not detected in CD8 T cells in lymphoid organs of naive mice one week after vaccination (data not shown) presumably due to the low frequency of Ag-specific cells induced by the vaccine, PD-1 was observed in tumor bearing mice, whose OVA(257–264) Tetramer^+^ frequencies ranged between 5 and 8%. Indeed, 20% of these Tetramer^+^ cells expressed PD-1 in tumor-draining lymph nodes whereas these values increased to 80% in tumor infiltrating T lymphocytes (Supplementary Figure S8), supporting that *in vivo*, similarly to IL-10 blockade, inhibition of PD-1/PD-L1 axis would enhance vaccine-induced antitumor T cell responses. Accordingly, the rescuing effect observed after *in vitro* blockade was translated *in vivo* in vaccination experiments with dual blockade. Both IL-10R and PD-L1 blocking antibodies enhanced vaccine-induced T-cell responses, which were clearly increased after combined administration (Figure 6E).

Since the combination of the vaccine with the simultaneous blockade of IL-10R and PD-L1 gave the best results in immunization experiments, we tested the antitumor therapeutic relevance of this strategy in mice bearing B16-OVA tumors. We chose anti-PD-1 antibodies to inhibit the PD-1/PD-L1 pathway, similarly to initially approved therapies against this axis. Although individual therapies based on vaccination or inhibitory antibodies had some effect on tumor growth, combination therapy potently inhibited tumor growth (Figure 6F).

## DISCUSSION

Activation of immunity is accompanied by concomitant triggering of self-regulatory mechanisms to avoid excessive responses with harmful effects. However, in cancer, either during tumor progression or as a consequence of therapies, some control mechanisms are over-expressed and preclude correct induction of antitumor responses. Here we have analyzed the role of IL-10, a cytokine with controversial effects on tumor immunity [16], reported as detrimental for T-cell priming during therapeutic vaccination [23, 25]. We have observed in different tumor models that, although several cell subsets may produce IL-10 upon Imiquimod-based vaccination, APC (namely DC) consistently produce IL-10 at early time-points. Tregs or NK cells may also produce important amounts of IL-10; however, this source does not seem to be relevant, since it occurs in the absence of vaccination or with vaccines where IL-10 inhibition is not beneficial. Previous studies in Imiquimod-vaccinated mice have shown the importance of IL-10. Although the relevant IL-10 source was not identified, Tregs and B-cells were discarded [35], in agreement with our results highlighting DC. Immunomodulatory IL-10 produced by DC at early time points [25] is congruent with the role these cells play at initial stages of T-cell activation, whereas production at later time points (e.g., day 7) is associated with Tr1-derived IL-10, as reported in a prolonged Imiquimod-based therapy model [22]. Several issues stress the relevance of IL-10^+^ DC. First, there is a phenotypical and functional impairment specifically associated to DC expressing this cytokine. Indeed, IL-10 production is associated not only with a less mature DC phenotype (not observed in other APC subsets), but also with a functional impairment in T-cell priming, shown as a poorer stimulatory capacity and as a direct suppressive capacity. Second, the enhanced antitumor immunity resulting from IL-10 blockade during vaccination is associated with effects at the DC level, both by decreasing the number of IL-10^+^ DC and by upregulating maturation-associated molecules in these cells. Finally, selective depletion of DC-derived IL-10, but not in other APC, leads to improved *in vivo* responses and antitumor effect. It is interesting to note that not all adjuvants used have shown the same capacity to *in vivo* induce IL-10-producing DC. Indeed, whereas these cells were not detected in mice immunized with poly(I:C)-based vaccines, they were clearly observed when using Imiquimod, LPS or a multiple adjuvant combination (MAC). We previously reported the capacity of MyD88-depending adjuvants (Imiquimod, CpG oligonucleotides) to induce *in vitro* IL-10 production by DC, as opposed to those independent on MyD88 (poly(I:C), anti-CD40 agonistic antibodies) [23]. Interestingly, it has been reported that IL-10 produced by DC dampens MyD88-dependent, but not MyD88-independent signaling [36], suggesting that signalling through receptors which depend on this pathway may be associated to the inhibitory effect that we observe in DC.

Immunoregulatory IL-10^+^ DC have been recently described in murine models of sustained inflammation and immunosuppression like chronic infections, characterized by their poor stimulatory capacity associated with increased expression of negative regulatory factors [37, 38]. However, as opposed to IL-10^+^ DC found in our vaccination setting, those IL-10^+^ DC expressed higher CD80 and CD86 levels [37]. Vaccine-associated acute inflammation versus chronic inflammation corresponding to those settings might explain these differences. Interestingly, in humans, individuals treated with Imiquimod show an early peak of IL-10 at day 2 [39]. Moreover, human DC grown in an IL-10 rich environment display an immature phenotype together with increased IL-10 and PD-L1 expression [40], resembling our results.

Among immunoregulatory molecules over-expressed in IL-10^+^ DC, PD-L1 is of special interest due to its prominent role in immunoregulation and the availability of new clinical treatments targeting this pathway [41, 42]. Although DC activation leads to PD- L1 upregulation [9, 28–30], our results show that not all vaccine adjuvants promote PD-L1 expression to the same levels. Thus, whereas poly(I:C) upregulates PD- L1 to some extent, Imiquimod induces the highest PD-L1 levels, more evidently in IL-10^+^ DC, reinforcing the immunoregulatory role of this subset. PD-L1 and IL- 10 have been shown to inhibit anti-tumor responses in different tumors [18–20, 43]. Although their expression can be mutually regulated [32–34], in our vaccination setting IL-10 and PD-L1 do not exert reciprocal effects. Prolonged expression of these molecules in established tumors, contrary to the short-time induction we see during vaccination, may explain discrepancies observed in the regulation of their mutual expression, resulting in different pathways that induce and control their presence. Interestingly, this expression confers upon them separate inhibitory mechanisms and their blockade independently rescues antigen-presenting properties of IL-10^+^ DC, suggesting that they could be considered as separate targets in strategies aimed at enhancing T-cell responses by potentiating DC activity. Accordingly, their combined blockade during vaccination induces stronger antitumor responses, resulting in a higher therapeutic efficacy. PD-1/PD-L1 blocking therapies are currently being used with interesting results preferentially in PD-L1^+^ tumors. However, besides tumor cells, infiltrating immune cells may also express inhibitory PD-L1 [43]. Our results add a new element to this setting, suggesting a superior beneficial effect of those combination therapies which include vaccines and these checkpoint inhibitors. It has been recently reported that in melanoma patients, NY-ESO-1-specific CD8 T-cells expressing high PD-1 levels upregulate IL-10R upon antigen recognition, being inhibited thus by these two immunosuppressive pathways [44]. Interestingly, simultaneous blockade of these targets promoted expansion and antitumor functions of these cells, resembling our *in vivo* vaccination results. These data suggest that Imiquimod-based vaccination clinical trials [45] could benefit from simultaneous blockade of IL-10 and PD1/PD-L1.

Finally, the concept of antitumor therapeutic vaccine is currently being expanded from the classical antigen+adjuvant administration to therapies that release tumor antigens associated to immunogenic cell death [46]. Some endogenous alarm molecules induced by conventional therapies (e.g. HMGB1) signal in DC through TLR4 [47], a pathway known to induce IL- 10 [27]. Thus, it is tempting to speculate that some DC stimulated through this pathway would resemble and acquire the properties of immunoregulatory DC described in the present work, suggesting that ongoing clinical trials combining immunogenic cell death-inducing agents, such as doxorubicin, with anti-PD-1 antibodies (e.g. NCT02181738, NCT02499367, NCT02622074, NCT02331251; clinicaltrials.gov ) might also benefit from IL-10 blockade.

In summary, we have described an IL-10^+^ DC subset induced by vaccination, with an immature phenotype and poor stimulatory capacity, associated with inhibitory molecules such as PD-L1. Combination of vaccines with blockade of these or additional immunosuppressive targets expressed by these cells may yield more efficient immunotherapeutic protocols.

## MATERIALS AND METHODS

### Antigens

Peptide OVA(257-264) > 95% pure (NeoMPS) and immunogens OVA (low endotoxin; Hyglos) and EDA-HPVE7 have been previously described [23].

### Mice

Vert-X (B6(Cg)-Il10^tm1.1Karp^/J), OT-I (C57BL/6-Tg(TcraTcrb)1100Mjb/J) and LysMCre (B6.129P2-*Lyz2^tm1(cre)Ifo^*/J) mice were obtained from Jackson. IL- 10^fl/ fl^ (Il10^tm1Roer^) and CD11cCre (Tg(Itgax-cre)1-1Reiz) mice were kind gifts from Drs. A. Roers (Institute for Immunology, Dresden; Germany) and D. Sancho (CNIC, Madrid; Spain), respectively. Female C57BL/6 were from Harlan (Barcelona, Spain). They were maintained in pathogen-free conditions and treated according to guidelines of our institution, after study approval by the review committee.

### Cell lines

B16-OVA tumor cells (obtained from Dr. G. Kroemer; Paris, France), E.G7-OVA (from ATCC) and TC-1-P3(A15) cells, (obtained from Dr. T.-C. Wu; Baltimore, USA) were grown as described [23]. Cell stocks were created upon cell line receipt and early passages were used for tumor experiments. They were routinely tested for mycoplasma. Re-authentification of cells was not performed since receipt.

### Immunization of mice

Mice were injected with B16-OVA cells (10^5^, intradermally), TC-1-P3(A15) (10^5^, subcutaneously) or E.G7-OVA (5 × 10^5^, subcutaneously) and when the tumor diameter reached 4–5 mm, they received intratumoral administration of OVA protein (0.5 mg/mouse) or EDA-HPVE7 immunogen [23] (2 nanomoles) combined with Imiquimod cream (Meda-Aldara™; topical application; 2.5 mg/mouse), poly(I:C) (Amersham; 50 μg/mouse; intratumor) or left untreated. Tumor-free mice received similar immunizations by subcutaneous route. At different time-points they were sacrificed and splenocytes, lymph node cells or tumor-infiltrating cells were obtained for characterization. Additionally, they received i.p. injection of anti-IL-10R (500 μg), anti-PD-L1 (200 μg) or the corresponding isotype control antibodies (all from BioXcell).

### Tumor treatment experiments

Mice bearing 4–5 mm B16-OVA or E.G7-OVA tumors received 3 weekly cycles of OVA (intratumor; 0.5 mg/mouse) combined with Imiquimod at day 0 as described [23]. Some groups received anti-IL-10R, anti-PD-1 or isotype antibodies as above at days 0, 7 and 14. Untreated mice bearing similar tumors were used as positive controls of tumor growth. Tumor volume was calculated using the formula: V= (length × width^2^)/2. Mice were killed when tumor diameter reached 17 mm.

### ELISPOT

T-cells producing IFN-γ were determined by ELISPOT (BD-Biosciences) as described [23]. Splenocytes (5 × 10^5^/well) were stimulated with peptide OVA(257–264) for 24 h and the number of spot-forming cells was enumerated with an automated counter.

### Flow cytometry

Lymphoid organs and tumors were obtained after vaccination, treated with collagenase and DNAse for 15 minutes and homogenized. Cells were incubated for 10 min with Fc Block™ (BD-Biosciences) and stained with specific antibodies. Analysis of cells producing IL-10 in Vert-X mice (GFP^+^ cells) was performed by using antibodies CD11c-BV570, F4/80-Pacific Blue, CD11b-APC, Ly6C-PE-Cy5 (all from Biolegend) and Ly6G-PE-Cy7 (BD-Biosciences), to define DC, monocytes and macrophages. CD3-PE-Cy5 (AbD serotec), NKp46-PE (BD-Biosciences), CD19-APC (BD-Biosciences), CD8 BV421 (Biolegend), CD4-BV570 (Biolegend) and CD25-PE-Cy7 (TONBO Biosciences) were used to define lymphocytic subsets (Supplementary Figure S1). For intracellular IL-10 detection in C57BL/6 mice, splenocytes were stimulated 4 h with PMA/Ionomycin in the presence of GolgiStop and GolgiPlug (BD-Biosciences), surface stained with CD3-PE-Cy5, CD8-BV421, CD4-BV570 and CD25-PE-Cy7 antibodies and intracellular stained with anti-IL10-PE (Biolegend). For APC characterization studies, splenocytes were stained in different panels combining CD11c-BV570, F4/80-BV421, CD11b-PE (BD-Biosciences), Ly6C-PE-Cy5, Ly6G-PE-Cy7, CD19-APC-Cy7 (Biolegend), CD80-BV421 (BD-Biosciences), CD54-APC (Biolegend), CD86-PE-Cy5 (Biolegend) or CD86-BV510 (Biolegend), I-A^b^-PE (BD-Biosciences) and PD-L1-PE (BD-Biosciences) antibodies. PD-1 expression on CD8 T cells was determined by staining cells obtained from spleen, lymph nodes or tumors with CD8-Pacific Blue (AbD Serotec), OVA(257–264)-Tetramer-APC (MBL) and PD-1-FITC (Miltenyi). Samples were acquired in a FACSCantoII flow cytometer (Becton Dickinson) and analyzed using Flowjo software (Tree Star Inc).

### Cell purification

For IL-10 RT-PCR time-course experiments in C57BL/6 mice, animals were vaccinated with OVA+Imiquimod and anti-CD11c-conjugated magnetic beads were used to purify splenic DC, whereas CD4 T-cells were purified by negative selection (Miltenyi; Germany). Splenic IL-10^+^ and IL-10^−^ DC from Vert-X mice vaccinated with OVA+Imiquimod used for PCR studies, microarrays and antigen presenting assays were purified by using anti-CD11c-conjugated magnetic beads followed by staining with CD11c-APC antibodies (BD-Biosciences) and separation with a FACSAria flow cytometer according to their expression of IL-10 (GFP).

### Real-time PCR

Purified DC were resuspended and RNA extracted (Simply RNA Kit; Promega). Real-time PCR was performed as described [26], using primers GGACAACA TACTGCTAACCG and AATCACTCTTCACCTGCTCC (IL-10), AGATGAAGGAGACAGAGGAG and GGAAA AAGCCAACCAAGCAG (IL-12 p40), CTTCCAGAACT CCAGGCGGT and GGTTTGCTCGACGTGGGC (TNFα), CCTTGAAGACCACCACATAG and AGCACCTTTCGAA CATCGTC (IDO) and CGCGTCCACCCGCGAG and CCTG GTGCCTAGGGCG (β-actin). Results were normalized according to b-actin. The amount of each transcript was expressed by the formula: 2^ΔCt^ (ΔCt = Ct(β-actin)-Ct(gene)).

### Microarrays

RNA samples from IL-10^+^ and IL-10^−^ DC were labeled, hybridized and scanned according to standard protocols (Affymetrix, Santa Clara, CA, USA). Briefly, 2 ng of RNA were processed using the Affymetrix GeneChip^®^ WT Pico Kit. Hybridization cocktails were hybridized to the GeneChip^®^ Mouse Gene 2.0 ST Arrays, incubated at 45°C for 16 hours, washed and stained on an GeneChip^®^ Fluidics 450 workstation (Affymetrix). They were scanned using the Affymetrix GeneChip^®^ Scanner 3000 7G. Data normalization was performed with RMA [48]. After quality assessment using R/Bioconductor [49], a filtering process was carried out to eliminate low expression probe sets. Applying the criterion of an expression value > 4 in both samples, 30436 probe sets were selected for analysis. 

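In the RMA values, 36149 of 41345 probe sets had a value above 4 in IL-10+ DC and 36352 in IL-10− DC, and 35437 exceeded it in both. This is more than the 30436 that the paper states, and the reason was not found. Of the 35437, 23188 are listed with 1 or more genes and 12249 with none. The cut-off of 1 on the log2 scale was passed by 3.27% of the former and 11.7% of the latter, whose differences had standard deviations across probe sets of 0.42 and 0.71.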

Genes were selected as differentially expressed using a fold-change cut off > 1 and functional enrichment analysis of Gene Ontology categories was performed using the hypergeometric distribution in R. Data are publicly available in GEO database (accession number GSE84980).

### Proliferation assays

In direct antigen presentation assays purified DC (6 × 10^3^) and OT-I CD8 T-cells (1.8 × 10^4^) were co-cultured (*n* = 4 wells/condition) with or without peptide OVA(257–264) (1 μg/ml) or OVA protein (10 μg/ml). In some cases, antibodies against IL-10R, PD-L1 or isotype control (10 μg/ml) were also added. Two days later 0.5 μCi of H^3^-thymidine were added and cell proliferation was counted after overnight incubation. For suppression assays, 10^5^ OT-I total splenocytes were pulsed for 2 h with a suboptimal dose of OVA(257–264) (1 ng/ml), then peptide was extensively washed, 1.5 × 10^4^ unpulsed IL-10^+^ or IL-10^−^ DC were added and T cell proliferation was measured as above.

### Statistical analysis

Tumor growth was fitted to a third order polynomial and compared with the Extra sum-of-squares F test. Immune responses were analyzed using nonparametric Kruskal-Wallis and Mann-Whitney U tests. *p*<0.05 was taken to represent statistical significance.

## SUPPLEMENTARY MATERIALS FIGURES

How the deposited data were processed for this re-analysis (not part of the article)

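RNA of splenic IL-10+ DC and IL-10− DC from vaccinated Vert-X mice was measured on 1 array per population. The authors deposited log2 expression values normalized by RMA, a method that corrects background, quantile-normalizes and summarizes the probes of a set, and the submitters' processing notes name RMA with no version. Quantile normalization gives both arrays nearly the same distribution, so an overall difference in RNA content between the populations would not be visible. The values were used as deposited, and 0 columns of values per sample were left out. Groups were taken from the sample titles, descriptions and IL-10 labels. One tissue label of the IL-10− DC sample reads as IL-10+, against its other labels and the paper, and was not followed.

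Probe sets with a value above 4 on both arrays were kept, as in the methods of the paper. The fold-change cut-off above 1 was read as a log2 difference above 1, because the bars of Figure 3D start at a linear fold of 2. Gene symbols came from the platform annotation. Of the probe sets with 1 symbol, 23328 were matched by Entrez identifier to the RefSeq gene table of GRCm38.p6, and 0 symbols needed an update. Probe sets with several symbols or none were counted but not named, and no genome coordinates were used. Genes were represented by the probe set with the highest mean.

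The named genes were chosen by a rule written before the data were examined, although the bars of Figure 3 had been seen. The rule takes the genes named by the results and Figure 3, the 15 largest positive and 15 largest negative differences among genes above 4 on both arrays, and up to 4 members with the largest absolute difference in each list described. Predicted genes, small RNAs, chemosensory receptors and segments of antigen receptors were left out of the ranking. Genes named outside the rule, chosen after their values were seen, are H2-DMa, H2-Aa, Lgmn, Cd40, Traf1, Trem1, Lcn2, Mmp9, Ly6g, Ms4a1, Edem1, Ncr1, Gzma, Csf1r and Lyz2. A total of 42 lists was fixed, and a list needed 5 measured members. Random lists were drawn with a fixed seed from 20 bins of mean expression.

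With 1 array per group no test across genes was run. The list procedure was tested on simulated data with 20603 genes, in which differences were shuffled within expression bins. Of 100 lists of 20 genes with no shift, 1 was called above and 1 below the random lists, and of 100 lists shifted by 0.3 on the log2 scale 98 were called above. The simulated members were drawn at random and varied independently, whereas genes of a real list can move together. These rates therefore do not carry over to the real lists. Of 200 genes changed by 1.5 on the log2 scale, 186 passed the cut-off upward. Of the genes left unchanged 701 passed it, 365 upward and 336 downward, since their shuffled differences keep the spread of the real ones. The alternatives covered the expression filter, the cut-off, centring on the median or on a lowess curve, a further quantile normalization, the choice among probe sets of a gene and the removal of Figure 3D genes from lists. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. The Gene Ontology enrichment was not repeated, since the annotation was not used here, and the qPCR, flow cytometry and functional experiments of the paper were not analysed here.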

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

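The tests on plasma cell, B cell and natural killer cell genes and the test on type 2 conventional DC genes were chosen after their values were seen, as was the use of quartiles in the neutrophil test, and the other tests before. Signals in genes that the paper does not discuss, higher in IL-10+ DC than in IL-10− DC, led to this part.

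Macrophage genes, with Slc40a1 higher by 4.25 on the log2 scale, were higher and shared conventional DC genes lower in IL-10+ DC, with medians of 0.74 and -0.87 without the genes of Figure 3D, both outside the central 95% of random lists. Macrophages in the sort gate may account for the former, and abundant macrophage genes went the same way, with Csf1r at 1.16 and Lyz2 at 0.50, although 7 of the 30 listed markers stand on other marker lists too. Macrophages that lower every DC type alike, as the whole cause of the latter, could not be decided. Type 2 conventional DC markers, 3 of 16 of which stand on other marker lists, had a median 0.85 above that of the shared conventional DC genes. Their lower quartile was -0.17, above the upper quartile of -0.39 of those genes. Macrophages can themselves express some type 2 markers, which would hide such a fall. In the full type 2 list 2 genes were lower past the cut-off, Clec4a4 at -2.62 and Ltb at -2.27, and 0 were higher. Fewer mature DC in the gate also remain open, with a median of -0.53 for their markers without the genes of Figure 3D. A biological alternative, that IL-10-expressing DC themselves carry these genes, was not tested and stays open, because RNA of sorted pools does not say which cell holds a transcript.

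Immunoglobulin segments, plasma cell genes and natural killer cell genes were also higher in IL-10+ DC. Of 21 measured immunoglobulin segments, 20 were higher past the cut-off, and the medians were 1.07 for plasma cell markers and 1.22 for natural killer cell markers. B cells as the whole source could not be decided. Their own median was 0.35, with Ms4a1 at 0.55. The upper quartile of B cell markers, 0.59, lay under the lower quartile of plasma cell markers, 0.87. That comparison holds only where neither DC nor B cells in the IL-10− sort already supply B cell markers. A list rises less where they do. The gap of 0.72 between both medians rests on the same comparison. It therefore cannot decide on a lower share of DC that would raise every other cell type alike. Plasma cells, at 1.07, and natural killer cells, at 1.21 without the gene of Figure 3D and with Ncr1 at 1.37 and Gzma at 1.40, may have entered the CD11c and GFP gates, and which cells held these transcripts, including IL-10-expressing cells of these types, was not tested.

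Of the 4 neutrophil markers that Figure 3D draws, S100a8, S100a9 and Cxcr2 were higher in IL-10+ DC and Il1r2 was lower, at -2.16, and neutrophils in the gate could not be decided. The median of neutrophil markers without the genes of Figure 3D was 0.11, under the bound of 0.2 set before the data were examined, but the quartiles of these markers, -0.18 and 0.57, span that bound and the members went both ways. Past the cut-off, 4 of these 22 genes were higher in IL-10+ DC and 0 lower, against a median of 0 in random lists in either direction. Retnlg was higher by 2.23, Trem1 by 1.09 and Lcn2 by 1.04, whereas Mmp9 stood at -0.19 and Ly6g at -0.39. No biological explanation was tested.

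Pf4 was 9.21-fold higher in IL-10+ DC, while megakaryocyte and platelet markers had a median of 0.09. Probe sets listed with no gene supplied 648 of the 1056 probe sets higher in IL-10+ DC past the cut-off.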

How the results depend on the processing

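Representing each gene by its probe set with the largest absolute difference and both further filters on dim probe sets were alternatives chosen after the data were examined, and the others were chosen before. No paired analysis was possible because each group has 1 array. Counts depended on filter and cut-off. With a filter of 6 on both arrays, 20613 probe sets were kept, 602 higher and 610 lower in IL-10+ DC. Among probe sets with exactly 1 gene symbol, 21578 were kept, 383 higher and 330 lower, and with 1 probe set per gene 364 were higher and 317 lower. A linear fold above 1, meaning any difference, gave 17151 higher and 17837 lower, and above 1.5 gave 2673 and 2947. A log2 difference above 1.5 gave 487 and 422, and above 2 gave 250 and 150, so that the share of higher probe sets went from 48.1% to 62.5%. These follow from the number of probe sets counted or the height of the cut-off. The remaining filters and the scalings moved the counts by less than 1.5 times. Between 36 and 42 genes of Figure 3D passed the cut-off in the direction drawn. For the 42 lists, 262 of 267 alternative medians stayed on the same side of the range of random lists. All alternatives reuse the same 2 arrays. The scalings could change little, since RMA had already quantile-normalized the values. The median difference of kept probe sets was -0.0043 as deposited and 0.0027 after lowess centring. Chemokine receptors, at 0.18, and interferon-stimulated genes, at -0.14, no longer stood apart among genes with a mean above 6. After quantile normalization interferon-stimulated genes, at -0.17, and stress genes, at -0.16, no longer did. Neutrophil markers did not without the genes of Figure 3D, at 0.11. The cause was not tested. For 180 named genes, 1030 of 1038 values kept their side of the cut-off under the alternatives chosen before the data were examined. None changed its sign past it. Whether noise of dim probe sets feeds the counts stays open. From the dimmest to the brightest 20% of kept probe sets, 3.39%, 4.896%, 6.99%, 8.61% and 7.08% passed the cut-off, but the filter bars 1762 of the 7088 dimmest, those with a mean under 4.5, from passing. These shares were 7.52%, 5.64%, 6.70%, 8.67% and 7.18% for a mean above 4, and 5.28%, 6.68%, 5.89%, 8.37% and 7.44% with no filter.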

Differences from the paper's values

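The bars of 43 genes of Figure 3D were compared, and for 39 the fold computed here lay within 3.84% of the bar. Socs2 was 1.39-fold higher in IL-10− DC, against the paper's bar of about 3.2 in Figure 3D, read by eye. Under the alternatives set before the data were examined it was 2.096-fold with the mean of its probe sets, which passes the cut-off, and between 1.385-fold and 1.391-fold after lowess centring, median centring or quantile normalization, all of which still differ. Its other probe set, with the largest absolute difference, gave 3.15-fold, a setting chosen after seeing the values, under which 42 genes of Figure 3D passed the cut-off and none was lost.

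Itga5 had a ratio of 0.81 between IL-10+ DC and IL-10− DC, against the paper's bar of about 3.2 in Figure 3D, read by eye, drawn as higher in IL-10+ DC. It was between 0.81 and 0.82 under every alternative set before the data were examined, all of which differ. Itgb5, a gene the figure does not draw, had a fold of 3.16 and was looked up after seeing the values.

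Mertk was 8.21-fold higher in IL-10+ DC, a log2 difference of 3.04, against the paper's bar of about 3.0 in Figure 3D, read by eye. Axl was 6.09-fold higher, a log2 difference of 2.61, against the paper's bar of about 2.6 in Figure 3D, read by eye. Both bars lie at the log2 difference and not at the linear fold, while 39 other bars lie at linear folds. On the linear scale both differ under every alternative set before the data were examined.

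The paper's count of probe sets above 4 in both samples is 30436, against 35437 here by the same stated rule, so the counts do not match. None of the filters tried gave the paper's count. The paper's TRAF bar names no member, and of 6 measured TRAF genes Traf1 alone passed the cut-off, at 2.17-fold higher in IL-10− DC.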

Other observations

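Several gene groups that the paper does not describe had medians apart from random lists, although most of their members did not pass the cut-off. The unfolded protein response had a median log2 difference of 0.49 between IL-10+ DC and IL-10− DC, with 2 of 17 genes past the cut-off. The chaperone gene Hsp90b1 stood at 0.87 and Creld2 at 1.15. Plasma cell markers, which share Xbp1, Edem1 and Creld2 with the list of the unfolded protein response, moved with it, at a median of 1.07. Cells that secrete antibodies are known for high levels of such chaperones. Proteases and their inhibitors also stood at 0.49, with 4 of 23 genes past the cut-off and the lysosomal protease gene Ctsd at 1.25. Shared macrophage markers moved the same way, at a median of 1.19. Genes of DNA replication and mitosis had a median of 0.25, with 20 of 24 above zero and 0 past the cut-off, and Plk1 at 0.86. Genes of the IL-10 and STAT3 response did not stand apart, at -0.09, and neither did Toll-like receptors and adaptors, at 0.02, nor glycolysis, at 0.13. Interferon-stimulated genes had a median of -0.18, at percentile 2.14 of the random lists, with 0 of 20 past the cut-off and Usp18 at -0.80. They no longer stood apart among genes with a mean above 6, at -0.14, or after quantile normalization, at -0.17. Inhibitory and tolerance-associated molecules had a median of 0.09, inside the range of random lists, although Entpd1 at 1.16 and Nt5e at 1.19, the ectoenzymes that make adenosine, and Cd200r1 at 1.25 passed the cut-off, together with Il10, on which the cells were sorted.

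Markers of marginal zone macrophages had a median of 0.80, with Siglec1 at 2.06, and monocyte markers 0.30. Eosinophil markers stood at 0.14, mast cell and basophil markers at -0.11, erythroid markers at 0.03 and fibroblast and endothelial markers at -0.00071, all inside the range of random lists. Stress genes of tissue dissociation had a median of -0.17, at percentile 2.49 of the random lists, and did not stand apart after quantile normalization, at -0.16. Ribosomal proteins, at 0.06, and housekeeping genes, at 0.11, did not stand apart.

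Some genes that the paper measured by qPCR or flow cytometry are on the arrays. The log2 difference between IL-10+ DC and IL-10− DC was -0.88 for Tnf, -0.36 for Il12b and -0.84 for Ido1. It was 0.05 for Cd274, which encodes PD-L1. Of the maturation markers of Figure 3A, it was 0.07 for Icam1, which encodes CD54, -0.81 for Cd86 and -1.23 for Cd80, which Figure 3D also draws. Among these genes Cd80 passed the cut-off and the others did not. By qPCR the paper found lower Tnf and Il12b in IL-10+ DC and no difference in Ido1. By flow cytometry it found higher PD-L1 and lower CD54, CD80 and CD86 on these cells. Cd274, at 0.05, and Icam1, at 0.07, did not show these differences, but they are RNA values and not surface protein. Ido1, at -0.84, was lower on this 1 pair of arrays, unlike in the qPCR.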
